A study of Homo sapiens with 12 samples. Its data were reported in "A non-canonical repressor function of JUN restrains YAP activity and liver cancer growth" (2024).

How the data were processed

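RNA sequencing was analysed from 12 libraries of MCF10A cells, a non-tumorigenic human mammary epithelial line that carries a doxycycline-inducible YAP5SA allele. YAP5SA is a form of the transcriptional coactivator YAP that the Hippo kinases cannot switch off. The cells had been infected with a JUN expression vector or with the empty vector, and were then given doxycycline (Dox, 100 ng/ml) or its solvent ethanol (EtOH). The sample titles place 3 libraries in each of the 4 groups, named here vector EtOH, vector Dox, JUN EtOH and JUN Dox.

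The authors deposited raw counts of reads per gene, with 23459 Entrez gene IDs as rows and no normalization. According to the study's methods, the authors made these counts from single-end reads of poly(A) RNA, which they trimmed with Cutadapt, aligned to the human genome build hg19 with Bowtie2 at default settings and assigned to genes with the countOverlaps function of GenomicRanges. Bowtie2 does not split a read across an intron, so reads that span exon junctions are largely lost, and genes with many short exons are undercounted alike in all libraries. The methods name neither the gene annotation nor any use of strand. Genes whose spans overlap can therefore share reads, and values of such genes are given as uncertain. The authors ran DESeq2 for differential expression and Mfuzz for clustering.

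Total counts ranged from 18594867 to 28993487 per library. All 12 columns matched 1 sample each by name. A RefSeq gene table (GRCh38, used for names only) gave a symbol for 99.4% of the IDs. Positions are those of GENCODE v44lift37 on GRCh37, the same assembly as hg19, and are 1-based. Levels are given as CPM (counts scaled to library size), computed with TMM-scaled library sizes. Means are given with the standard deviation (SD) over the 3 libraries of a group. A count of 3 or fewer in every library of a group was treated as the detection floor, which corresponded to 0.107 to 0.15 CPM depending on the library. Such floors cover counting error only, since the reads carried no molecular identifiers. The binomial confidence interval (Wilson, 95%) of the clustering match is taken over genes and treats them as independent, which genes that vary together are not.

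Differential expression was tested with edgeR 4.0.16 under R 4.3.3. Genes were filtered with filterByExpr by group (minimum count 10, minimum total count 15), which left 14775 genes, and 1 quasi-likelihood model with robust dispersion was fitted to all 12 libraries. Its biological coefficient of variation was 12.5%. The pairwise contrasts were YAP5SA induction in vector cells, JUN overexpression without YAP5SA induction, YAP5SA induction in JUN cells and JUN overexpression with YAP5SA induction, and the last contrast was the interaction, the log2 induction in JUN cells minus that in vector cells. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and a gene was called at an adjusted p under 0.05. Each standard error (SE) is the log2 fold change divided by the square root of its F statistic.

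Gene lists were used for membership only. The Top-YAP-induced (TYI) list holds 434 entries with 407 distinct gene IDs, of which 401 passed the filter. It was drawn up by the study from a separate experiment. A list of YAP and TAZ target genes that the study used for its SLAM-seq experiment (siYT) had 195 tested genes, 63 of them shared with TYI. The 3 clusters that the study formed within TYI had 139, 153 and 107 tested genes. They were chosen by the study on these same libraries, so their values are descriptive and calls adjusted over the list alone are not independent evidence. A list of 30 genes of the low-oxygen response was written for a single test in the closing section. TYI and siYT were tested with camera from limma 3.58.1 at a preset correlation between genes of 0.01, and again with fry and with an estimated correlation. TYI genes were also clustered anew with fuzzy c-means from e1071 1.7.16 on Z-scores of log2 CPM (prior count 2, 3 clusters, fuzzifier 1.29 from the formula that Mfuzz uses).

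The groups, tests, gene lists of the study, most of the other settings and the rule for named genes were fixed before the data were examined. Named genes were JUN, YAP1, the 8 genes that the study plotted from this experiment, the genes of the AP-1 and TEAD families, WWTR1 and NCOR1. A further gene covered by the rule is not reported here. To these were added, for each contrast, the 3 genes with the highest and the 3 with the lowest log2 fold change among called genes with a mean of at least 5 CPM and, in pairwise contrasts, with groups that did not overlap. The study chose its plotted genes on these samples.

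The other settings fixed then were DESeq2 1.42.0, size factors of the DESeq2 type (RLE) or upper-quartile factors in place of TMM, no filter on low counts, a minimum mean of 5 CPM, only the libraries of a comparison, the replicate number as a block, each library left out in turn, a test against an absolute log2 fold change of 1, other set tests and other clustering settings. A gene set p under DESeq2 came from camera on its ranked statistics. Added after the data were seen were the removal of genes with overlapping spans, a correction of each library for exon GC content, and a term for the direction of each library's GC deviation.

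The code was tested on counts simulated from the real means, dispersions and library sizes. With 1 group changed, edgeR called 93.5% of the changed genes among 14603 tested, and 4.6% of its calls were unchanged genes. For an interaction these values were 83.5% and 3.5% among 14604 genes, and for DESeq2 86% and 7.5% among 14775. Fuzzy c-means placed 100% of 300 simulated genes in the right cluster. Read alignment and counting were not repeated.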

Results

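The libraries were made to ask how JUN affects the expression of YAP target genes. The design crossed a JUN expression vector against an empty vector with doxycycline-induced YAP5SA against solvent. Each of the 4 groups held 3 libraries. Total counts were 26310600, 20321850 and 22538526 in vector EtOH replicates 1 to 3, 23816604, 22455252 and 24635604 in vector Dox, 22212980, 22716150 and 21601073 in JUN EtOH, and 18594867, 23228003 and 28993487 in JUN Dox. Between 17324 and 17697 genes had at least 1 count in a library, and the 10 most abundant genes took 4.12% to 7.04% of the counts.

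In a principal component analysis of log2 CPM, PC1 held 46.4% of the variance and separated JUN from vector libraries. PC2 held 29.4% and separated Dox from EtOH libraries. Replicates of a group differed by more than counting noise, with a chi-square per degree of freedom of 8.12 to 61.85 between 2 libraries of the same group, so no library was a copy of another. Pearson correlations of log2 CPM between replicates, which were taken across genes and not across samples, were 0.983 to 0.993. Libraries of a group also differed in their GC trend. The correlation across genes of exon GC content with a library's deviation from its group mean ranged from -0.354 in JUN Dox replicate 1 to 0.358 in JUN Dox replicate 3.

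**Figure D1:**
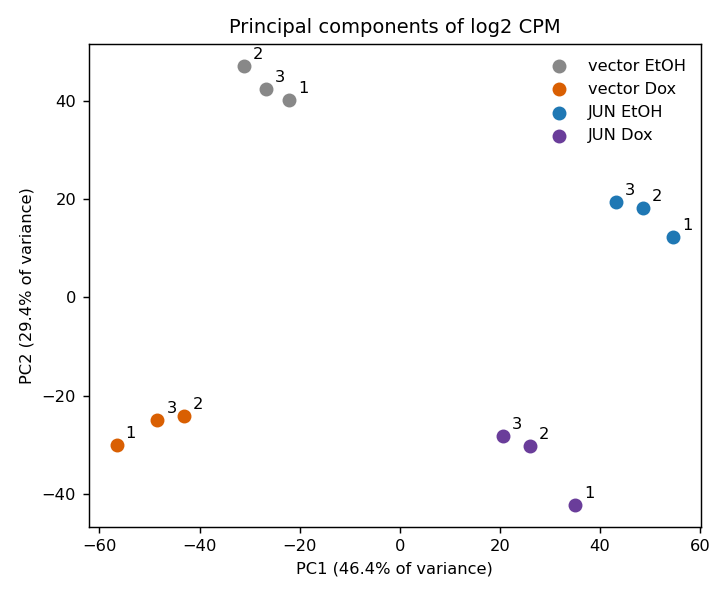
Principal components of log2 CPM for the 12 libraries, coloured by group and numbered by replicate. PC1 (46.4% of the variance) parts JUN from vector libraries, and PC2 (29.4%) parts Dox from EtOH libraries.

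JUN and YAP1 were examined first, as the manipulated genes. JUN (Entrez gene 3725, GRCh37 chromosome 1, 59242517 to 59249720, minus strand) had 47.6 ± 10.5 CPM in vector EtOH, 189.7 ± 4.15 in vector Dox, 1279 ± 187 in JUN EtOH and 1248 ± 92.3 in JUN Dox (SD, n = 3). The JUN vector raised JUN by 4.75 (log2, SE 0.18) without induction, with an edgeR quasi-likelihood adjusted p (Benjamini-Hochberg) of 1.74e-10. YAP5SA induction raised it by 1.99 (SE 0.16, edgeR adjusted p 3.09e-07) in vector cells. In each of these comparisons 3 of 3 libraries lay above the other group. Under induction the JUN vector added 2.72 (SE 0.16, edgeR adjusted p 1.6e-08), higher in 3 of 3 libraries. In JUN cells induction left JUN within the replicate spread (log2 fold change -0.035, edgeR adjusted p 0.91), and the difference between the inductions was -2.03 (SE 0.22, edgeR adjusted p 0.000133). Counts on JUN sum the endogenous transcript and any part of the vector transcript that aligns there, so this difference does not measure the endogenous response alone. Leaving out vector EtOH replicate 2 moved the JUN vector effect without induction most, to 4.58.

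YAP1 (Entrez gene 10413, GRCh37 chromosome 11, 101981178 to 102104155, plus strand) had 179.4 ± 10.6 CPM in vector EtOH, 236.5 ± 31.5 in vector Dox, 234.4 ± 20.9 in JUN EtOH and 279.9 ± 79.3 in JUN Dox (SD, n = 3). Counts on this gene sum the endogenous transcript and any part of the YAP5SA transcript that aligns there. YAP1 was higher by 0.40 (log2, SE 0.16) on induction in vector cells, in 3 of 3 libraries, which did not pass the threshold (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 0.0819). Without vector Dox replicate 2, the alternative that moved it most, this rise was 0.275. The JUN vector alone gave 0.385 higher YAP1 in 3 of 3 libraries (edgeR adjusted p 0.0755), again short of the threshold.

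The first comparison asked which genes change when YAP5SA is induced in vector cells. Of 14775 genes tested, 4443 were called, 2309 higher and 2134 lower. An absolute log2 fold change of at least 1 was reached by 419 of the higher and 692 of the lower genes. The alternative that moved this count most was a test against a log2 fold change of 1, which called 383 genes. Upper-quartile scaling changed the share of calls that were higher from 52.0% to 43.4%. DESeq2 called 4678 genes.

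The largest rises among called genes of at least 5 CPM were in IGFBP3 (5.985, SE 0.29), ADM (5.66, SE 0.19) and GJA5 (5.45, SE 0.19), and the largest falls in PRR15L (-4.71, SE 0.30), ATOH8 (-4.36, SE 0.24) and SCNN1G (-4.27, SE 0.27). The edgeR quasi-likelihood adjusted p (Benjamini-Hochberg) of these 6 genes ran from 6.66e-11 to 3.42e-08, and for each gene 3 of 3 libraries lay beyond the other group. ADM went from 6.88 ± 0.70 CPM to 347.5 ± 87.6 CPM (SD, n = 3).

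The genes the study plotted from this experiment were chosen by it on these samples. Induction in vector cells raised CCN1 (Entrez gene 3491, GRCh37 chromosome 1, 86046444 to 86050272) from 68.5 ± 11.3 to 1895 ± 88.6 CPM and CCN2 (Entrez gene 1490, chromosome 6, 132269316 to 132272512) from 16.8 ± 3.66 to 186.9 ± 18.03 CPM (SD, n = 3). The log2 fold changes were 4.79 (SE 0.14, edgeR adjusted p 1.31e-11) and 3.47 (SE 0.16, edgeR adjusted p 1.22e-09). THBS1 (Entrez gene 7057, chromosome 15, 39873280 to 39891667) rose by 3.63 (SE 0.16, edgeR adjusted p 9.81e-10), from 108.2 ± 21.4 to 1340 ± 194 CPM. ANKRD1 (Entrez gene 27063, chromosome 10, 92671853 to 92680844) rose by 5.22 (SE 0.28, edgeR adjusted p 4.49e-09) from a level of 0.274 ± 0.0277 to 10.5 ± 1.03 CPM. ANKRD2 rose by 2.83 (SE 0.20), AMOTL2 by 2.52 (SE 0.14) and IL1B by 0.73 (SE 0.13), with edgeR adjusted p values of 7.2e-08, 7.97e-09 and 0.00064. All of these were higher in 3 of 3 libraries. PLAU was not called (edgeR adjusted p 0.746).

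**Figure D2:**
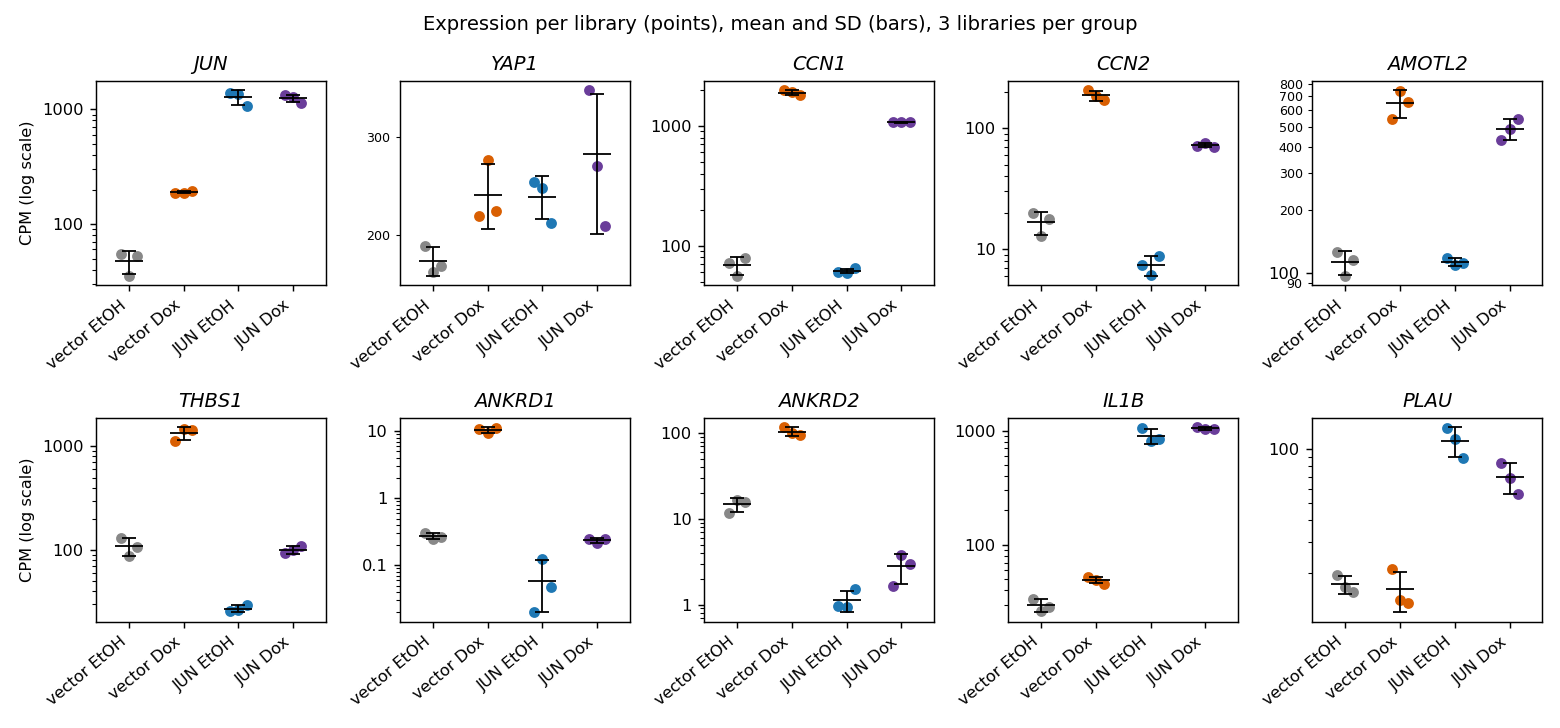
CPM on a log axis for JUN, YAP1 and the 8 genes the study plotted, with 1 point per library and the mean and SD (bars) of 3 libraries per group. JUN lies near 1279 CPM in JUN EtOH against 47.6 in vector EtOH, and THBS1 reaches 1340 CPM in vector Dox against 100.6 in JUN Dox. ANKRD1 had 0 counts in JUN EtOH replicate 1, which is drawn at the foot of its panel, as are error bars that would reach 0.

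The next comparison asked what the JUN vector changes without induction. It had 5766 calls, 2969 higher and 2797 lower, of which 857 and 442 had an absolute log2 fold change of at least 1. A test against a log2 fold change of 1 moved this count most, to 485. Without JUN EtOH replicate 1 it was 3823. AQP9 (6.31, SE 0.23), IL24 (6.20, SE 0.32) and ALDH1A2 (5.96, SE 0.22) rose most, and SYT8 (-4.905, SE 0.20), HR (-4.16, SE 0.17) and CST6 (-4.10, SE 0.38) fell most, in 3 of 3 libraries each and with edgeR quasi-likelihood adjusted p values (Benjamini-Hochberg) from 1.65e-10 to 1.27e-06. The values of AQP9 and ALDH1A2 are uncertain, since AQP9 lies on the opposite strand within the span of ALDH1A2 and their mean counts were 230.2 and 233.1. IL24 overlaps FCMR (mean counts 314.4 and 208.5).

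Of the plotted genes, the JUN vector without induction raised IL1B by 4.92 (SE 0.15, edgeR adjusted p 4.54e-11), from 29.65 ± 3.93 to 901.3 ± 138 CPM (SD, n = 3). PLAU rose by 2.69 (SE 0.20, edgeR adjusted p 1.31e-07), with the limit that its count (mean 1231) nearly equals that of the overlapping C10orf55 (mean 1240). THBS1 fell by 1.99 (SE 0.15, edgeR adjusted p 2.35e-07) to 27.25 ± 2.13 CPM, ANKRD2 fell by 3.70 (SE 0.26, edgeR adjusted p 8.38e-08) and CCN2 fell by 1.19 (SE 0.16, edgeR adjusted p 6.17e-05), in 3 of 3 libraries each. ANKRD1 had at most 3 counts in each JUN EtOH library (0.0578 ± 0.0639 CPM), which is at the detection floor, so no fold is given. CCN1 (edgeR adjusted p 0.321) and AMOTL2 (edgeR adjusted p 0.996) were within the replicate spread.

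YAP5SA induction in JUN cells gave 3168 calls, 1649 higher and 1519 lower, with 229 and 460 of them at an absolute log2 fold change of at least 1. The test against a log2 fold change of 1 moved this count most, to 179, and without JUN EtOH replicate 2 it was 2082. ADAMTS1 (5.31, SE 0.22), CCN1 (4.12, SE 0.14) and IGFBP3 (4.02, SE 0.25) rose most. SCNN1G (-3.36, SE 0.28), CDKN1C (-3.055, SE 0.40) and RHOV (-2.72, SE 0.18) fell most. Their edgeR quasi-likelihood adjusted p values (Benjamini-Hochberg) ran from 7.48e-11 to 7.54e-05, with 3 of 3 libraries beyond the other group. CCN2 rose by 3.29 (SE 0.16, edgeR adjusted p 1.17e-08), AMOTL2 by 2.11 (SE 0.14, edgeR adjusted p 1.26e-07), THBS1 by 1.885 (SE 0.15, edgeR adjusted p 8.84e-07) and ANKRD2 by 1.33 (SE 0.30, edgeR adjusted p 0.00514). With induction ANKRD2 reached 2.80 ± 1.06 CPM in JUN cells, against 104.5 ± 12.31 CPM in vector cells (SD, n = 3). PLAU was called lower on induction in JUN cells (-0.69, SE 0.18, edgeR adjusted p 0.0142), in 3 of 3 libraries. The limit on its shared reads given above applies. IL1B was not called there (edgeR adjusted p 0.266).

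The comparison of JUN Dox with vector Dox asked what JUN changes while YAP5SA is induced. It gave 5267 calls, 2722 higher and 2545 lower, of which 840 and 438 had an absolute log2 fold change of at least 1. The test against a log2 fold change of 1 moved this count most, to 478, and a fit to only the 6 libraries of the comparison called 3439. AQP9 (5.88, SE 0.24), IL24 (5.74, SE 0.33) and ALDH1A2 (5.595, SE 0.23) rose most, with the limits on shared reads given above. SYT8 (-5.25, SE 0.215), ANKRD2 (-5.20, SE 0.23) and CST6 (-4.35, SE 0.34) fell most. The edgeR quasi-likelihood adjusted p values (Benjamini-Hochberg) of these 6 genes ran from 4.02e-10 to 2.54e-07, in 3 of 3 libraries each.

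With induction, ANKRD1 differed between JUN and vector cells by -5.43 (log2, SE 0.28, edgeR adjusted p 3.91e-09), at 0.239 ± 0.0195 CPM, where each library held 5 to 7 counts. THBS1 differed by -3.735 (SE 0.16, edgeR adjusted p 7.4e-10) at 100.6 ± 8.74 CPM, and CCN2 by -1.37 (SE 0.14, edgeR adjusted p 4.85e-06). CCN1 differed by -0.82 (SE 0.12, edgeR adjusted p 0.000103) and AMOTL2 by -0.41 (SE 0.13, edgeR adjusted p 0.0265). The AMOTL2 call was lost in fits without vector Dox replicate 2 (edgeR adjusted p 0.111), vector Dox replicate 3 (0.0634), JUN Dox replicate 1 (0.0957) or JUN Dox replicate 2 (0.0691), and its edgeR adjusted p ran from 0.00661 to 0.111 over all alternatives. IL1B was higher by 4.403 (SE 0.15, edgeR adjusted p 7.7e-11) and PLAU by 2.10 (SE 0.20, edgeR adjusted p 1.37e-06). Each of these differences held in 3 of 3 libraries.

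The interaction asked whether JUN changes the response to YAP5SA itself, that is, whether the log2 induction differs between JUN and vector cells. It had 165 calls, 43 above 0 and 122 below 0, while 1330 genes had an unadjusted p under 0.05. This count was lowest, 17, in a test against a log2 fold change of 1, and highest, 340, under DESeq2. Leaving out 1 library gave 97 calls (without vector EtOH replicate 3) to 242 (without vector Dox replicate 1). The highest values were in ATOH8 (2.58, SE 0.30), KRT15 (2.53, SE 0.37) and PRR15L (2.43, SE 0.55), and the lowest in INHBA (-3.64, SE 0.24), IL7R (-2.98, SE 0.23) and NDRG1 (-2.70, SE 0.20). The edgeR quasi-likelihood adjusted p values (Benjamini-Hochberg) of these 6 genes ran from 3.67e-06 to 0.0452. PRR15L lost its call in 10 of 12 fits that each left out 1 library, with an edgeR adjusted p of up to 0.312 without JUN Dox replicate 3, and also at a mean of at least 5 CPM (0.0511) and with a term for GC deviation (0.0743). INHBA overlaps an antisense gene (mean counts 308.6 and 87.2). NDRG1 rose by 0.77 on induction in vector cells and fell by 1.93 in JUN cells. Of the plotted genes, THBS1 had an interaction call (-1.745, SE 0.21, edgeR adjusted p 0.000401). ANKRD2 (-1.50, edgeR adjusted p 0.0726) and CCN1 (-0.665, edgeR adjusted p 0.087) did not pass the threshold. DESeq2 called both (adjusted p 0.0012 and 0.00231), and edgeR called ANKRD2 with a GC correction (adjusted p 0.0277), with a term for GC deviation (0.00113) and without JUN Dox replicate 2 (0.0419). Over all alternatives the adjusted p of ANKRD2 ran from 0.00113 to 0.276 and that of CCN1 from 0.00231 to 0.215.

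The TYI list was then examined as a set of YAP-induced genes that had not been chosen on these samples. Its 401 tested genes had a median log2 fold change of 0.68 on induction in vector cells, with 268 called higher and 8 lower over all genes tested, and 288 and 10 when adjusted over the list alone. On induction in JUN cells the median was 0.45, with 226 called higher and 17 lower (245 and 22 adjusted over the list alone). The JUN vector without induction left the median at 0.017, with 119 genes called higher and 102 lower (124 and 107 adjusted over the list alone). With induction, JUN cells had a median of -0.22 against vector cells, with 72 called higher and 166 lower (81 and 178 adjusted over the list alone). The median interaction was -0.22, with 307 of 401 genes below 0, 3 called above 0 and 49 called below 0 (7 and 115 adjusted over the list alone).

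Camera at the preset correlation gave the TYI list a limma p of 5.17e-40 for induction in vector cells, 0.427 for JUN without induction, 4.72e-27 for induction in JUN cells, 4.48e-05 for JUN with induction and 1.78e-22 for the interaction. With both lists 10 such tests were run, and the Benjamini-Hochberg adjusted camera values were 5.17e-39, 0.474, 2.36e-26, 7.47e-05 and 5.93e-22. Under fry the same 4 calls held, and JUN without induction also passed (limma p 0.0203). With an estimated correlation both inductions (limma p 0.000488 and 0.00179) and the interaction (0.00326) held, while JUN with induction did not (0.122). Leaving out vector Dox replicate 2 moved the TYI median on induction in vector cells most, to 0.626. The median for JUN without induction changed sign with upper-quartile scaling (-0.003) and in several fits that left out 1 library, down to -0.043 without vector EtOH replicate 2. With genes at the detection floor set to their bound, every TYI, siYT and cluster median of the pairwise comparisons was the same.

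The siYT list had 195 tested genes. Their median log2 fold change was 0.40 on induction in vector cells (101 called higher, 11 lower; 112 and 11 adjusted over the list alone) and 0.35 in JUN cells (94 higher, 7 lower; 103 and 9 adjusted over the list alone). The JUN vector gave a median of 0.049 without induction (52 higher, 36 lower; 53 and 40 adjusted over the list alone) and 0.028 with induction (48 higher, 51 lower; 50 and 55 adjusted over the list alone). The median interaction was -0.063, with 1 gene called above 0 and 13 below 0 (3 and 21 adjusted over the list alone). Camera gave limma p values of 2.03e-18 and 2.4e-18 for the inductions, 0.129 and 0.867 for the JUN comparisons and 8.54e-05 for the interaction, which adjust to 4.8e-18, 4.8e-18, 0.161, 0.867 and 0.000122. The inductions held with an estimated correlation (limma p 0.0037 and 0.00378), and the interaction did not (0.108), though it did with fry (0.0336). JUN without induction passed with fry (limma p 0.00277) but not with an estimated correlation (0.503). A GC correction moved the siYT median for JUN with induction most, to -0.051, which reverses its sign, as did leaving out JUN Dox replicate 1 (-0.033).

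**Figure D3:**
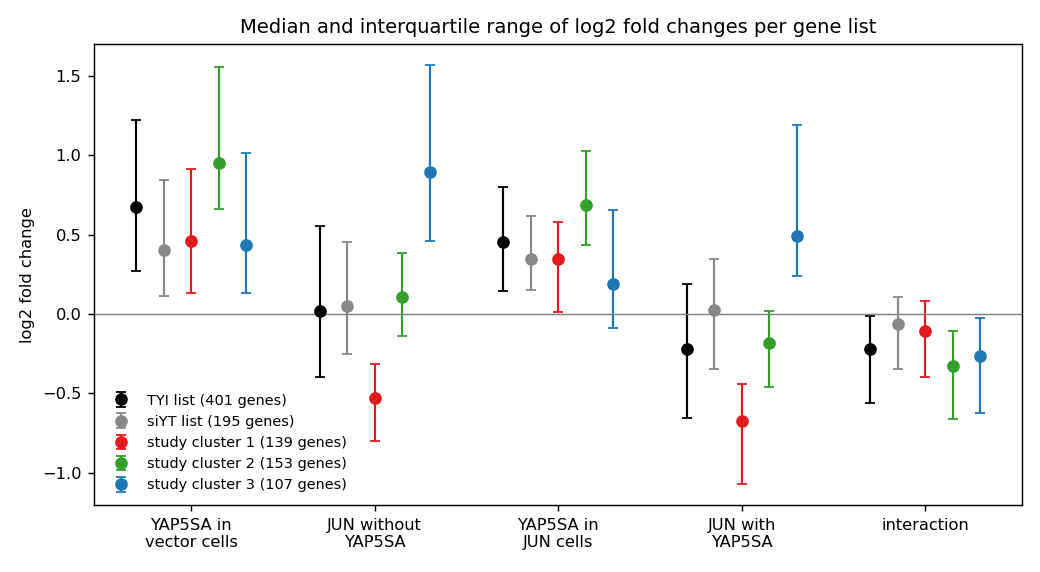
Median log2 fold change (points) and interquartile range (bars) of the TYI list, the siYT list and the 3 study clusters in each contrast. The TYI median is 0.68 on induction in vector cells and 0.45 in JUN cells, and cluster 1 lies at -0.53 and -0.675 in the JUN comparisons.

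The 3 clusters that the study formed within TYI on these libraries differed in their JUN effect by construction, so their values are descriptive. Cluster 1 (139 genes) had a median of -0.53 with the JUN vector without induction and -0.675 with induction, where 91 and 112 genes were called lower (99 and 121 adjusted over the list alone). No cluster 1 gene was called higher, and at an unadjusted p under 0.05 the count of higher genes was also 0. Its median induction was 0.46 in vector cells and 0.345 in JUN cells, with 76 and 65 genes called higher, and its median interaction was -0.11 with 12 genes called below 0. Cluster 2 (153 genes) had median inductions of 0.95 and 0.69, JUN effects of 0.11 without and -0.18 with induction, and a median interaction of -0.33 with 27 genes called below 0. Cluster 3 (107 genes) had median inductions of 0.43 and 0.19, JUN effects of 0.895 without and 0.49 with induction, and a median interaction of -0.265 with 9 genes called below 0. The JUN effect with induction moved most in cluster 3 without vector Dox replicate 2 (0.61), in cluster 1 at a minimum mean of 5 CPM (-0.62) and in cluster 2 with a term for GC deviation (-0.15).

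Fuzzy c-means on the 401 TYI genes gave clusters of 133, 164 and 104 genes. Of 399 genes in a study cluster, 380 fell in the matching one, which is 95.2% (95% Wilson interval 92.7% to 96.9%). The clustering that left out replicate 1 moved this share most, to 89.5%. In these clusters the mean Z-score of cluster 1 was 0.262 in vector EtOH, 1.04 in vector Dox, -0.894 in JUN EtOH and -0.413 in JUN Dox.

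The contrasts were also compared with each other where they shared no library. Both induction contrasts called 2412 genes, against 953 expected if the calls were independent, and 2401 of these had the same sign (1248 higher and 1153 lower). Without JUN EtOH replicate 2 the same-sign count was 1710. Of the 268 TYI genes called higher in vector cells, 208 were also called higher in JUN cells, and their median induction was 0.95 in vector and 0.62 in JUN cells. The interaction was below 0 in 226 of them (84.3%), called below 0 in 49 (18.3%) and called above 0 in 0. At an unadjusted p under 0.05, 120 were below 0 and 2 above. DESeq2 moved that 18.3% most, to 28.3%. These genes were selected on the vector libraries that also enter the interaction. In counts simulated without any interaction the same selection gave 48.2% to 59.0% below 0. The simulated counts were drawn gene by gene, so they lack variation that genes of a library share.

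The JUN effect with induction was set against that without it, to ask whether JUN acts on the same YAP targets in either state. Across the 401 TYI genes, which are not independent replicates, Pearson's r was 0.834 and Spearman's rho 0.781. Taken within each replicate number r was 0.788, 0.76 and 0.798. Over all 14775 genes r was 0.813 and rho 0.791. Leaving out JUN Dox replicate 1 moved the TYI value most, to 0.809. The JUN contrasts shared 3897 called genes (2055 expected), of which 3867 had the same sign.

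**Figure D4:**
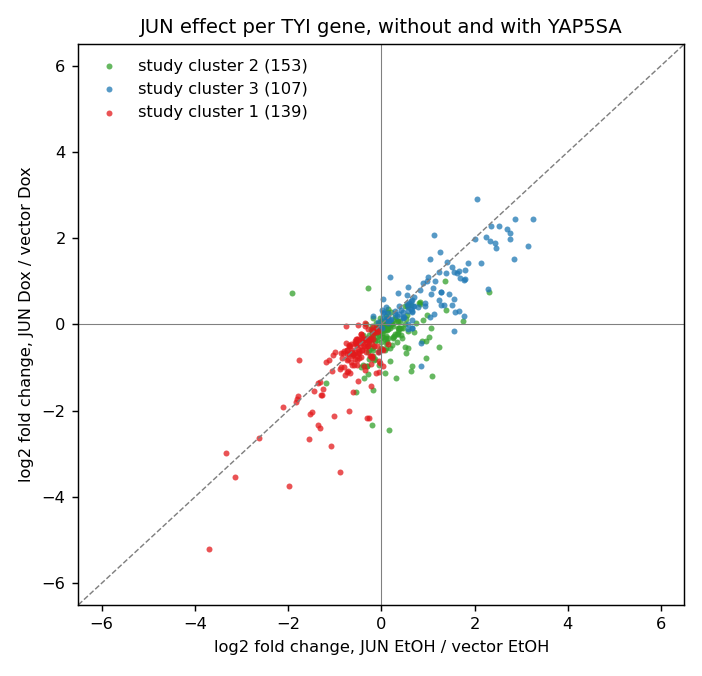
Log2 fold change with the JUN vector without induction (x axis) and with induction (y axis) for TYI genes, coloured by study cluster, with the line of equal effect dashed. ANKRD1 is not drawn, as it was at the detection floor in JUN EtOH. The points follow the diagonal (r = 0.834 over all TYI genes), with most cluster 2 genes under it.

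Among AP-1 genes, YAP5SA induction changed FOS by -2.79 (SE 0.21, edgeR adjusted p 1.24e-07) in vector and by -1.95 (SE 0.20, edgeR adjusted p 6.7e-06) in JUN cells. JUNB changed by -1.35 and -1.21 (edgeR adjusted p 4.6e-07 and 2.91e-06), and it overlaps HOOK2 (mean counts 1910 and 293.1). FOSL1 rose by 1.44 and 1.325 on induction and by 1.14 and 1.02 with the JUN vector, with edgeR adjusted p values from 9.28e-07 to 2.32e-05. JUND differed with the JUN vector by -0.81 and -1.075 (edgeR adjusted p 0.00213 and 0.000279). FOSL2 had an interaction of -0.94 (SE 0.20, edgeR adjusted p 0.0294), a call that was lost in 9 of 12 fits that each left out 1 library (edgeR adjusted p up to 0.103 without vector EtOH replicate 2). FOSB stayed under 1 CPM in all groups and overlaps ERCC1. In each of the called comparisons of FOS, JUNB, FOSL1 and JUND, 3 of 3 libraries lay beyond the other group.

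TEAD4 rose by 0.795 (edgeR adjusted p 0.000211) on induction in vector cells and differed by -0.76 (edgeR adjusted p 0.000276) with the JUN vector under induction. TEAD1 rose by 1.27 on induction in vector cells (edgeR adjusted p 0.000148). WWTR1, which encodes TAZ, changed by -0.46 on induction in vector cells (edgeR adjusted p 0.00211) and by 0.58 with the JUN vector without induction (edgeR adjusted p 0.000289). These differences held in 3 of 3 libraries. TEAD1 was also called lower with the JUN vector under induction (-0.68, edgeR adjusted p 0.0117). In that comparison 2 of 3 libraries lay beyond the other group. On induction in JUN cells TEAD1 was not called (edgeR adjusted p 0.291). TEAD3 had no call in any contrast. TEAD2 was called lower on induction in vector cells (edgeR adjusted p 0.00475) and with the JUN vector (0.00154 without and 0.0317 with induction). NCOR1, which shares its span with TTC19, was called in the comparison of JUN Dox with vector Dox alone (edgeR adjusted p 0.031).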

Values the study reported

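The study reported a set of 434 Top-YAP-induced genes, which it took from a separate RNA-Seq experiment with a short doxycycline treatment. It reported 3 clusters within these genes across the experimental groups analysed here, with n = 3 biological replicates per group.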

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

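Of the tests in this part, the balanced splits, their fits beside the interaction, the split along GC deviation and the term for GC deviation were chosen only after the results of the exchanged labels were seen, and the comparisons with the medians of all genes and of the other genes after the TYI result was seen.

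What drew attention here was a response to YAP5SA that differed between vector and JUN cells, as tested by the interaction term. It had 165 calls at an edgeR adjusted p (Benjamini-Hochberg) under 0.05, with 1330 genes at an unadjusted p under 0.05. Vector and JUN labels were exchanged within the EtOH and within the Dox libraries, and 5 of 100 such splits, the real one included, gave as many calls. The same number, 5 of 100, gave a TYI median as far from 0. That scheme can move the main effect of JUN into the interaction, and its most productive split, with 8037 calls, exchanges the labels of all EtOH libraries and so measures the JUN effect itself. The other splits that reached either value also exchanged different numbers of EtOH and Dox libraries, so these shares do not measure variation between libraries alone. In the 82 splits that are orthogonal to both main effects, 2 gave as many calls and 1, the real one, gave a TYI median as far from 0. Each of the others exchanges 1 library per group and still carries part of the interaction, so these were also fitted beside the interaction term. With the real split included, 2 of 82 then gave as many calls, 16 of 82 as many genes at an unadjusted p under 0.05 and 1 of 82 a TYI median as far from 0. The other 81 medians ran from -0.137 to 0.15, with 41 below 0, against the real -0.223. Variation between libraries of a group is thus argued against as the source of the TYI median, and less firmly as that of the number of calls, which 1 other split exceeded. It stays open as the source of the 1330 genes at an unadjusted p under 0.05, a breadth that variation between libraries also reached.

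That split had 411 calls, and 544 when fitted beside the interaction. It exchanges 1 library per group (vector EtOH replicate 1, vector Dox replicate 1, JUN EtOH replicate 3 and JUN Dox replicate 1) and follows the sign of each library's GC deviation from its group. In vector Dox these deviations were small (correlations of 0.014, -0.012 and -0.008 in replicates 1 to 3). The correlation of log2 exon length with the deviation was -0.248, 0.214 and 0.111 there. No length trend was removed, so its part in this split is open. With GC trends removed the split had 0 calls, with 3163 genes at an unadjusted p under 0.05 against 3543 before. Beside the interaction the removal left 231 calls and 3294 genes at an unadjusted p under 0.05, against 3626 before. A GC trend within groups may therefore account for part of the calls of that split, though not for its breadth. Its TYI median was -0.22, and -0.12 beside the interaction. Whether carry-over from the interaction was the whole cause of that median is open, since -0.12 lies inside the range of the other splits. A term for that direction left 179 interaction calls and a TYI median of -0.206 (camera p from limma 3.32e-17).

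The TYI median interaction of -0.223 was tested against several technical explanations. It was -0.246 with GC trends removed, -0.23 with all libraries thinned to the smallest total, -0.201 without genes of overlapping span and -0.222 at a mean of at least 5 CPM. The median of all tested genes was 0.012, which the scaling itself centres near 0 and which therefore decides nothing. The distance of the TYI median from that of the other tested genes, which no scaling of whole libraries changes, was -0.239 (camera with an estimated correlation, limma p 0.00326), and the TYI median was -0.228 with DESeq2-style and -0.204 with upper-quartile scaling. GC content, depth, shared reads, low counts and a common shift in scaling are thus each argued against as the whole cause. A trend with exon length was not tested. Choosing induced genes on the same vector libraries pulls their interaction below 0. Over 20 simulations without interaction, with genes drawn independently, the lowest median of such genes was -0.039, against the observed -0.339. A weaker response of YAP target genes when JUN is overexpressed stays open as a biological hypothesis. The median interaction was -0.33 in study cluster 2 and -0.265 in cluster 3, against -0.11 in cluster 1. Cluster 3 genes were higher with the JUN vector both without induction (median 0.895) and with it (0.49). A smaller fold from a level already raised before induction was not separated from a weaker response. JUN RNA was higher in JUN EtOH than in vector Dox. For protein, the paper reports that YAP raised JUN to a degree similar to the JUN cDNA. JUN itself and differences in YAP5SA level between the infected lines, which these counts do not measure, were not separated. For the siYT list the median interaction was -0.063, with 33 genes below 0 and 5 above 0 at an unadjusted p under 0.05. Its limma p was 8.54e-05 with camera, 0.0336 with fry and 0.108 with an estimated correlation, so the call of that list depends on the set test. No technical explanation was tested for it.

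Among the named genes, interaction calls below 0 were found for JUN (-2.028), THBS1 (-1.745), FOSL2 (-0.939), IGFBP3 (-1.969), ADM (-2.528), GJA5 (-2.611), RHOV (-1.094), INHBA (-3.638), IL7R (-2.982) and NDRG1 (-2.699). Calls above 0 were found for PRR15L (2.431), ATOH8 (2.577), HR (1.378), ADAMTS1 (1.724) and KRT15 (2.528). For JUN, counts sum the endogenous transcript and any part of the vector transcript that aligns there. JUN was at 1279 CPM (SD 187) in JUN EtOH and 1248 CPM in JUN Dox. A rise such as that of vector cells, from 47.6 to 189.7 CPM, would lie within that spread. The JUN interaction therefore cannot tell a changed endogenous response from a rise masked by the vector transcript, and a ceiling was not tested. The signs of these 15 calls were the same under each alternative tried, for instance 1.267 for HR without JUN EtOH replicate 2, where its call was lost. PRR15L, HR and KRT15 already had lower levels with the JUN vector alone, which leaves less room for a fall on induction. Among calls below 0, IGFBP3, ADM and INHBA already had higher levels with the JUN vector alone, which leaves less room for a rise. FOSL2 and NDRG1 were also higher, while THBS1 and RHOV were lower and GJA5 and IL7R were not called. Such a part of the starting level was not tested. All 15 calls held with upper-quartile or DESeq2-style scaling and with the GC correction, as did all but that of INHBA when genes of overlapping span were left out, a step that removes INHBA itself. The PRR15L call was lost at a mean of at least 5 CPM (edgeR adjusted p 0.0511) and with the term for GC deviation (edgeR adjusted p 0.0743), where its value was 2.428 and 2.365. Its edgeR or DESeq2 adjusted p ran from 0.000264 to 0.312 over all alternatives. Depth was not tested for single genes.

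For the pairwise comparisons, the 10 splits of 6 libraries cannot give a share under 0.1. In each comparison 1 of 10 splits, the real one, gave as many calls. The real splits had 3916 calls for induction in vector cells, 7282 for JUN without induction, 3163 for induction in JUN cells and 3439 for JUN with induction, with 5579, 8137, 5038 and 5496 genes at an unadjusted p under 0.05. Every other split of these 4 comparisons had 0 calls, with at most 1154, 351, 2052 and 533 genes at an unadjusted p under 0.05 in the same order. The TYI median was as far from 0 in 1 of 10 splits for both inductions and for JUN with induction, and in 7 of 10 for JUN without induction.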

How the results depend on the processing

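Removal of genes with overlapping spans, the GC correction and the term for GC deviation were added after the data had been seen, and the other alternatives had been fixed earlier. Both TYI induction medians, the TYI interaction, the JUN effects on the 3 clusters and the JUN and YAP1 values kept their direction under every alternative run for them.

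Counts of called genes in the pairwise comparisons depended most on the effect size that was tested. Against a log2 fold change of 1 there were 383 calls for induction in vector cells, 485 for JUN without induction, 179 for induction in JUN cells, 478 for JUN with induction and 17 for the interaction. This follows from the stricter test. With its own 6 libraries JUN with induction had 3439 calls against 5267, while JUN without induction had more, 7282 against 5766. DESeq2 called 340 interactions against 165, and the share of induced TYI genes with an interaction called below 0 rose from 18.3% to 28.3%. Fewer libraries also gave fewer calls in most fits that each left out 1 library. Such counts ran from 3326 to 4276 for induction in vector cells, from 3823 (without JUN EtOH replicate 1) to 5231 for JUN without induction, from 2082 (without JUN EtOH replicate 2) to 3163 for induction in JUN cells and from 4025 to 5539 for JUN with induction. The interaction ran from 97 (without vector EtOH replicate 3) to 242 (without vector Dox replicate 1), with 107 without JUN EtOH replicate 1 and 99 without JUN EtOH replicate 2. The shared induction calls ran from 1710 to 2553. The share of 18.3% ran from 12.1% (without JUN EtOH replicate 2 or JUN Dox replicate 3) to 24.6% (without vector Dox replicate 1), and was 12.2% without vector EtOH replicate 3 or JUN EtOH replicate 1. For other changes in this part the cause was not tested.

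The TYI median for JUN without induction was near 0 and its sign did not hold. It was 0.017 with a camera p of 0.427, and passed the threshold under fry (0.017, limma p 0.0203) and DESeq2 (0.018, p 0.0275). It reversed to -0.003 with upper-quartile scaling and -0.011 with the term for GC deviation. Leaving out 1 library gave -0.043 (without vector EtOH replicate 2) to 0.047, with -0.001 without vector EtOH replicate 3, -0.023 without JUN EtOH replicate 1 and -0.012 without JUN EtOH replicate 3. The siYT median for JUN with induction (0.028) reversed to -0.051 with the GC correction and to -0.033 without JUN Dox replicate 1, with a leave-one-out range up to 0.051. The TYI median for JUN with induction was the same, -0.22, under an estimated correlation, where it was no longer past the threshold (limma p 0.122). Its leave-one-out range was -0.233 to -0.19.

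Other leave-one-out ranges of TYI medians were 0.626 to 0.71 for induction in vector cells, 0.438 to 0.484 in JUN cells and -0.267 to -0.194 for the interaction. The JUN effect with induction moved by more than the replicate spread in cluster 2 at a mean of at least 5 CPM (-0.161) and with the term for GC deviation (-0.154), and in cluster 3 at a mean of at least 5 CPM (0.586). It ran from -0.712 to -0.653 in cluster 1, -0.197 to -0.162 in cluster 2 and 0.427 to 0.614 in cluster 3 over fits without 1 library. The correlation of JUN effects over TYI genes was 0.854 at a mean of at least 5 CPM and 0.809 to 0.839 over fits without 1 library. The clustering match was 89.5% to 92.2% when a replicate was left out of each group.

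The replicate number as a block gave 4588, 5871, 3256 and 5329 calls in the pairwise comparisons in the order above and 197 for the interaction. Each of these counts was higher than without the block. Libraries with the same number did not deviate together throughout, with correlations of their deviations from -0.258 to 0.466 and 5 of 12 pairs over 0.1. Between JUN EtOH and JUN Dox the correlations were 0.283, 0.012 and 0.466 in replicates 1 to 3. Whether the numbers pair the samples is therefore open, and the main model treats the libraries as unpaired.

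Of the 84 results for single genes that were put through the alternatives 9 changed under any of them, with 45 losses and 5 gains of a call and 0 reversals. Not every reported call was among them. Those of PLAU on induction in JUN cells, of TEAD1 and NCOR1 with JUN under induction and of TEAD2 were not checked. Losses in fits without 1 library came to 11 of 12 for the RHOV interaction, 10 for PRR15L, 9 for FOSL2, 4 for HR, 3 for IGFBP3 and 2 for ADAMTS1, and to 4 of 6 for AMOTL2 with JUN under induction. Their highest edgeR adjusted p values (Benjamini-Hochberg) were 0.133 (RHOV, without JUN Dox replicate 3), 0.312 (PRR15L, without JUN Dox replicate 3), 0.103 (FOSL2, without vector EtOH replicate 2), 0.116 (HR, without JUN Dox replicate 3), 0.068 (IGFBP3, without vector EtOH replicate 3), 0.0746 (ADAMTS1, without vector EtOH replicate 3) and 0.111 (AMOTL2, without vector Dox replicate 2). The PRR15L call was also lost at a mean of at least 5 CPM (edgeR adjusted p 0.0511) and with the term for GC deviation (edgeR adjusted p 0.0743). The gains were those of the ANKRD2 interaction with DESeq2 (adjusted p 0.0012), with the GC correction (edgeR adjusted p 0.0277), with the term for GC deviation (edgeR adjusted p 0.00113) and without JUN Dox replicate 2 (edgeR adjusted p 0.0419), and of the CCN1 interaction with DESeq2 (adjusted p 0.00231). At 3 libraries per group the depth of 18594867 to 28993487 counts per library leaves ANKRD1 at the detection floor in JUN EtOH, which limits its fold there.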

Other observations

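The test of counting over whole gene spans was chosen only after the result was seen, and the weighing of a similar JUN factor was done after its value was known.

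On induction the cluster 1 median rose by 0.345 (log2) in JUN cells and by 0.463 in vector cells, and 65 of 139 genes were called higher in JUN cells. With the JUN vector without induction the median fell by 0.527. In replicates left out of the clustering the medians of that effect were -0.524, -0.498 and -0.421, so the choice of clusters on the same libraries is argued against as the whole cause. The median was -0.493 with GC trends removed, -0.552 without genes of overlapping span and -0.547 with libraries thinned to the smallest total. Lower expression of these genes with JUN, already present before induction, is a hypothesis consistent with these values. The test cannot tell JUN itself from other differences between the infected lines.

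A similar JUN factor at both YAP5SA levels would explain a cluster 1 interaction (-0.11) much smaller than the JUN effect. It predicts that JUN cells show the same percent of the CPM rise as of the CPM level. Over the 76 cluster 1 genes called higher on induction in vector cells, the median rise in JUN cells was 40.2% of that in vector cells (31.2%, 37.2% and 40.6% by replicate number), against a JUN factor of 66.1% without induction. These genes were chosen by their call in the same vector libraries, which can lower this percent. No such percent was simulated for a constant factor under that choice. The comparison therefore cannot decide whether the factor is constant. In counts simulated without interaction the median interaction of study cluster 1, not limited to these genes, was -0.03 to 0.069. The observed -0.11 lay below that range. These counts were drawn gene by gene, without the variation that genes of a library share. Splits within groups moved the TYI median from -0.137 to 0.15, so the simulated range cannot decide whether -0.11 is unusual. Low counts are argued against by a median of -0.113 at a mean of at least 5 CPM.

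Some genes that hold another gene within their span had counts that followed the inner gene. Of 85 such pairs, 11 had the outer gene at 1 to 1.1 times the inner gene in all 12 libraries, 8 of them on opposite strands, and the highest number over 1000 random re-pairings was 2. Counting over whole spans without strand is a candidate explanation for these 11 pairs, and values of such genes may belong to their neighbours. Examples chosen after their values were seen are SYN1 with TIMP1 and KRT86 with KRT81.

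ADM and NDRG1, with interactions below 0, are also known to respond to low oxygen, so a low-oxygen response that differed between groups was tested with a list of 30 genes. All 30 were tested and 0 were in TYI. Their median interaction was -0.053, with 17 below 0, 0 called above 0 and 2 called below 0 (4 and 5 at an unadjusted p under 0.05). The limma p was 0.0865 with camera, 0.203 with fry and 0.352 with an estimated correlation. Their median with the JUN vector without induction was 0.349 (camera p 0.000139, estimated correlation 0.0596). With induction the JUN vector gave 0.201 (camera p 0.017, estimated correlation 0.205). On induction the list median was -0.114 in JUN cells (camera p 0.00641, estimated correlation 0.154). In vector cells it was -0.136 (camera p 0.346, estimated correlation 0.602). The list interaction passed the threshold in none of these set tests, so the list gave no evidence for a low-oxygen response behind the calls of ADM and NDRG1. A contribution to single genes is not excluded, since 2 genes of the list were themselves called below 0.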
